A study of Mus musculus with 33 samples. Its data were reported in "Uhrf1 regulates active transcriptional marks at bivalent domains in pluripotent stem cells through Setd1a" (2018).

How the data were processed

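The series measured the genomic positions of H3K4me3, H3K27me3, H3K9me3, Oct4, Sox2 and Nanog by ChIP-seq in WT and Uhrf1 KO E14 mESC, of Uhrf1 in WT mESC, and of H3K4me3 and H3K27me3 in EBs at weeks 1, 2 and 3. The authors mapped reads to the mm9 genome with Bowtie2, keeping 1 alignment per read, and made 1 list per library without pooling. Histone domains were called with RSEG against input. For each domain the authors deposited a signal, the mean read count per bin, and a score that grows with the number of bins in the domain. The bin was 350 to 1800 bp long and differed between lists, and although the authors scaled read counts to the mapped reads, it is not stated whether these columns were, so both columns were used mainly to rank or filter domains within a list. Factor summits were called with MACS, and the deposited signal is the number of reads at the summit, given in whole numbers. Read totals per library were not used here. The Uhrf1 list holds 10 kb windows enriched over input, deposited with no score.

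Samples were grouped by genotype, stage and target as GEO's labels give them. The 8 input samples were not used here. Coordinates were compared with the NCBIM37 assembly: none of 523 pairs of list and chromosome reached past the end of its chromosome, and all 9 Uhrf1 windows of another length than 10 kb ended at a chromosome end. Genes were taken from the GENCODE annotation of that build.

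Overlaps were computed with Python 3.11, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. Domains overlapped when they shared at least 1 bp and summits when they lay within 100 bp, the distance the authors used between peaks. Shares have Wilson 95% intervals, and differences between shares Newcombe 95% intervals. With 1 library per group no replicate test was possible and no p-value is given. Random placement was described by 1000 circular shifts of regions within each chromosome, or 200 for positions relative to genes, with a fixed seed of 1. Lost and replaced Oct4 sites were defined as by the authors, but between summits, which is stricter than the authors' comparison of peaks. Promoter classes were set by overlap with deposited domains, 2 kb (H3K4me3) or 5 kb (H3K27me3) either side of the start of each of 22367 protein-coding genes, whereas the authors classed promoters by read counts over input, which were not used here. Differences within 5 equal groups of length, mean count or height were averaged with weights by the number of domains or sites in the first-named class, with a normal 95% interval.

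The main rules, the alternatives and the named items were set before the data were examined, apart from alternatives and tests that are said to have been chosen later. The alternatives were coverage of at least 50%, only domains or summits above the median score or height of their list, shares of base pairs, lists of equal number, promoters in place of domains, summit distances of 500 and 1000 bp, and 200 independent placements. Named items were the 3 tallest WT-specific and the 3 tallest shared Oct4 sites, the 2 longest WT mESC domains without a KO domain for H3K27me3 and H3K4me3, and 12 genes that the study picked on these samples. The Uhrf1 list has no score and nearly equal windows, so the same alternative was not run for it. The comparisons of retention between bivalent and active domains and inside and outside Uhrf1 regions, and the positions of Uhrf1 regions by gene and chromosome, were added after the data were seen.

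Overlap calls were tested on simulated data: 0 of 141568 simulated domain calls and 0 of 20478 simulated summit calls were wrong. The simulated KO domains all lay inside kept WT domains, so false overlaps of domains were not tested. A summit found through a neighbouring site was not counted as wrong. Random placement of Oct4 sites in H3K9me3 domains differed from the covered share by 0.0491 percentage points with shifts. For the difference within groups of length, 200 simulations of mESC H3K4me3 domains with a true difference of -10 points gave a mean of -10.0 points, and 95% of the intervals held the true value. Simulated retention changed only between the same 5 groups of length, so an effect of length within a group was not tested.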

Results

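ChIP-seq, in which DNA bound by a protein or carrying a histone mark is recovered with an antibody and sequenced, was compared between wild type (WT) and Uhrf1 knockout (KO) mouse cells. The cells were E14 embryonic stem cells (mESC) and embryoid bodies (EBs), aggregates in which stem cells differentiate, taken at weeks 1, 2 and 3. Of 33 samples, 17 were WT and 16 were Uhrf1 KO, and 25 had a list of enriched regions. The lists comprised 18 of histone domains (H3K4me3, a mark of active promoters, and H3K27me3 and H3K9me3, marks of repressed chromatin), 6 of summits of the pluripotency factors Oct4, Sox2 and Nanog in mESC, and 1 of Uhrf1 regions in WT mESC. The other 8 samples were inputs and were not analysed here. Each group held 1 library, so no difference could be set against a spread between replicates. All intervals are 95% intervals (Wilson for a share, Newcombe for a difference) and cover counting error over domains or sites only.

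The lists give regions rather than reads, and read totals per library were not used here. H3K4me3 lists held 11509 to 39898 domains and H3K27me3 lists 722 to 9488. The H3K9me3 lists held 11285 domains in WT and 3118 in KO. The shortest H3K27me3 list was that of KO mESC, with a median mean read count of 0.914 per 1500 bp bin, against 4.93 per 1800 bp bin in WT mESC. The bins differed between these lists and it is not stated whether these counts were scaled to depth, so the medians describe each list and were not compared as levels.

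To ask how far each histone mark was kept without Uhrf1, WT domains that overlapped a KO domain of the same mark and stage by at least 1 bp were counted as retained. In mESC, 11145 of 15272 WT H3K4me3 domains were retained (73.0%, interval 72.3 to 73.7), against a mean of 14.01% over 1000 circular shifts of the WT domains along their chromosomes. The alternative that moved any retained share most was the share of base pairs, which lowered H3K27me3 at week 2 from 57.1% to 23.9%. For H3K4me3 the retained share was 75.3% at week 1 (74.6 to 75.9), 60.4% at week 2 (59.9 to 60.8) and 79.4% at week 3 (78.9 to 79.8), where shifts gave 7.40%, 12.4% and 13.1%. Conversely, 94.1% of KO H3K4me3 domains in mESC overlapped a WT domain, as did 81.4%, 77.2% and 75.3% at weeks 1, 2 and 3.

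H3K27me3 was retained at 674 of 8161 WT domains in mESC (8.26%, 7.68 to 8.88), against a mean of 6.17% under shifts, whose highest value was 6.85%. The covered length was 959.7 Mb in WT and 84.1 Mb in KO. This value rests on the single KO mESC list: when only KO domains at or above the lowest WT mean count were kept, an alternative chosen after the data were seen that here sets bins of 1500 and 1800 bp side by side, 0.784% of WT domains were retained. At week 1, 59.9% of WT H3K27me3 domains were retained (58.7 to 61.1, shifts 14.3%), at week 2 57.1% (55.7 to 58.5, shifts 36.1%) and at week 3 37.6% (36.7 to 38.6, shifts 26.8%). At week 3, where both lists had bins of 1800 bp, the same count minimum lowered the share to 6.62%. For H3K9me3 in mESC the retained share was 59.8% (58.9 to 60.8), against 52.0% under shifts. The KO H3K9me3 list had fewer and longer domains, with a median of 140 kb against 37.8 kb, and covered 1085.9 Mb against 987.6 Mb.

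**Figure D1:**
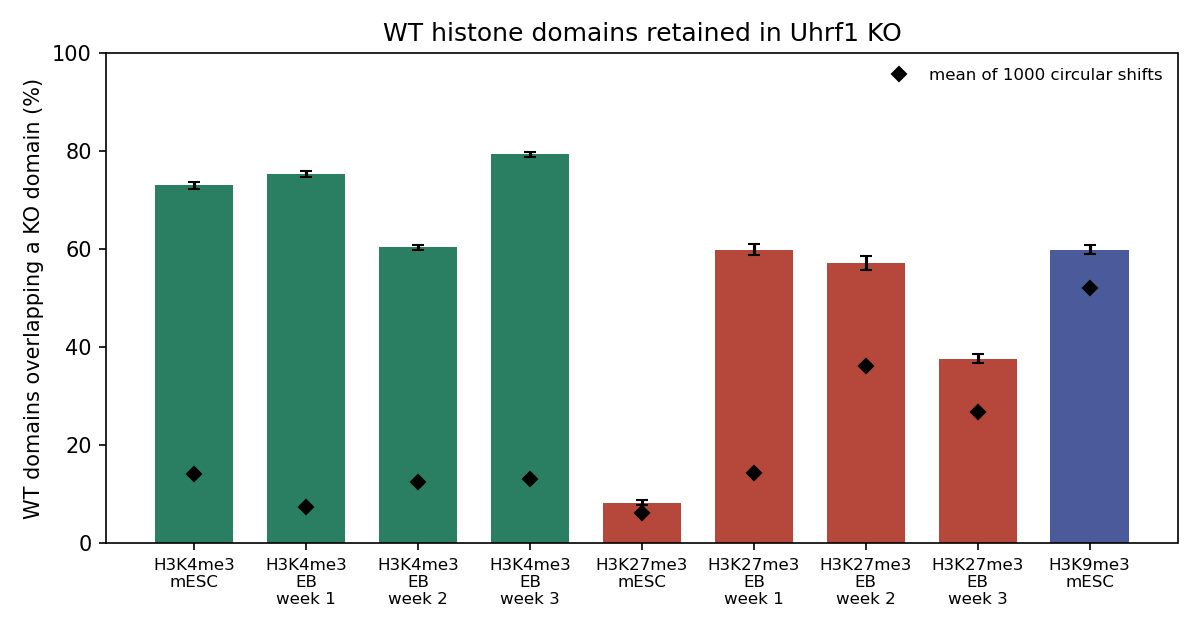
Share of WT domains (%) that overlapped a Uhrf1 KO domain, for each mark and stage. Bars give the share with its 95% Wilson interval and diamonds the mean of 1000 circular shifts; H3K4me3 bars lie between 60.4% and 79.4%, and the H3K27me3 bar in mESC is at 8.26% beside 6.17% under shifts.

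The 2 longest WT mESC H3K27me3 domains without a KO domain were on chromosome 11 at 35794801 to 39648600, which held exons of Odz2, and on chromosome 8 at 100908001 to 104340600, which held exons of 4 coding genes, among them Cdh8. Their mean read counts were 5.79 and 6.15 per bin. Coordinates are of the mm9 (NCBIM37) build throughout. The 2 longest such H3K4me3 domains were on chromosome 19 at 47385001 to 47435700, in Sh3pxd2a, with a mean count of 7.85 per bin, and on chromosome 3 at 93558401 to 93606500, which overlapped Gm5773 and Tdpoz4, with a mean count of 6.22 per bin.

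The study asked whether bivalency, the joint presence of H3K4me3 and H3K27me3, depends on Uhrf1. A WT H3K4me3 domain was called bivalent when it overlapped a WT H3K27me3 domain and active when it did not, and a WT H3K27me3 domain without H3K4me3 was called repressive. The WT H3K27me3 lists covered 36.1% of the chromosomes in mESC and 3.81%, 43.9% and 29.8% at weeks 1, 2 and 3. With such broad lists, except at week 1, many domains would be called bivalent by position alone. No shifts were run for this class, so the number of bivalent domains was not set against random placement. In mESC, 626 of 5470 bivalent domains were still bivalent in KO (11.4%, 10.6 to 12.3). The alternative that moved this kind of share most was the use of promoters in place of domains at week 2, which raised it from 28.6% to 54.5%. The share was 46.9% of 4164 domains at week 1 (45.4 to 48.4), 28.6% of 10039 at week 2 (27.7 to 29.5) and 40.5% of 8244 at week 3 (39.5 to 41.6). In mESC the other bivalent domains were active (52.7%), repressive (5.37%) or without either mark (30.5%) in KO. These mESC values depend on the short KO H3K27me3 list. Of WT repressive domains, 94.3% carried no mark in KO mESC, and 52.9%, 55.4% and 69.8% carried none at weeks 1, 2 and 3.

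**Figure D2:**
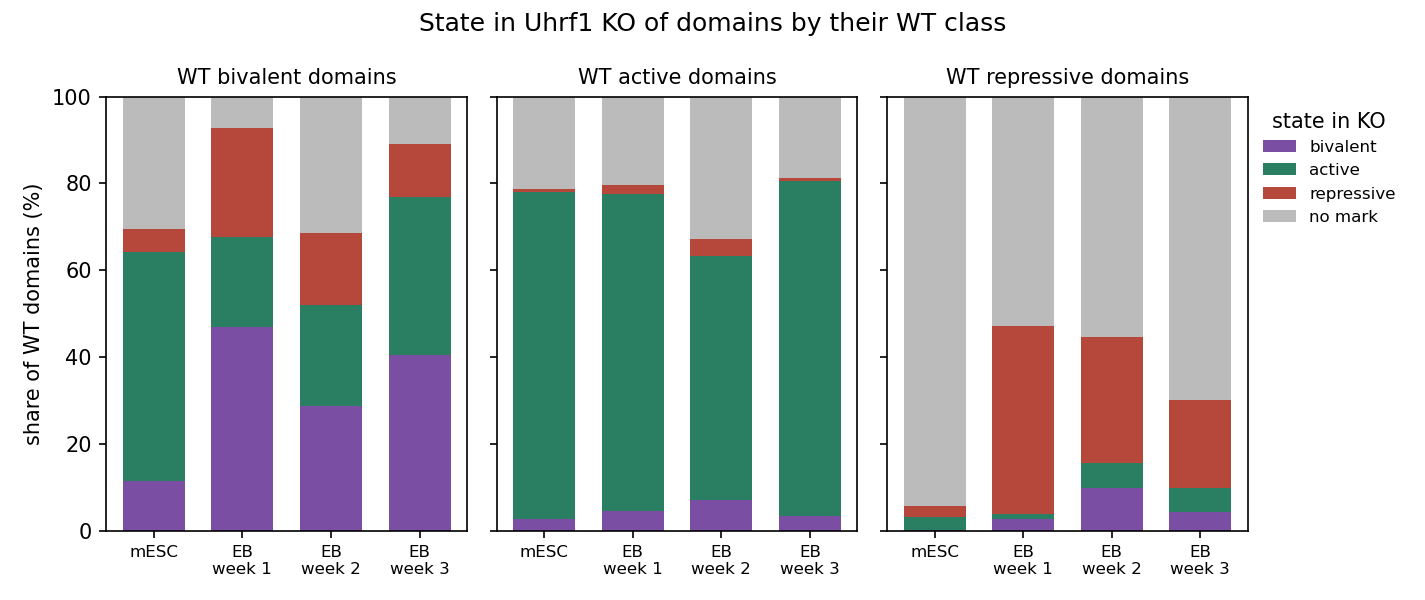
State in Uhrf1 KO (share of WT domains, %) of domains that were bivalent, active or repressive in WT, by stage. Each bar adds up the shares of the states; still bivalent domains made up 11.4% of WT bivalent domains in mESC and 46.9%, 28.6% and 40.5% at weeks 1, 2 and 3.

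H3K4me3 was retained less often at bivalent than at active domains. In mESC it was present in KO at 64.1% of bivalent and 77.9% of active domains, a difference of -13.8 percentage points (-15.3 to -12.2). The difference was -9.95 points at week 1, -11.3 at week 2 and -3.54 at week 3. The alternative that moved it most, chosen after the data were seen, was the use of domains above the median score of their list, which gave -28.2 points at week 1. Within 5 equal groups of WT mean read count the weighted difference was -7.30 points in mESC and -7.78 at week 2, but 5.23 at week 1 and 0.158 at week 3 (-0.919 to 1.23), where the groups went both ways, from 4.21 to -4.80 points.

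Promoters of 22367 protein-coding genes were classed by domains near the transcription start, within 2 kb for H3K4me3 and 5 kb for H3K27me3. In mESC, 10030 were active, 4100 bivalent, 3700 repressive and 4537 without a mark in WT. Active promoters stayed active in KO at 89.9% (89.3 to 90.5) and unmarked ones stayed unmarked at 93.7% (93.0 to 94.4). Bivalent promoters became active at 60.5% (59.0 to 61.998), repressive at 5.80% (5.13 to 6.56) and unmarked at 19.05% (17.9 to 20.3), and 14.6% stayed bivalent. Repressive promoters lost their mark at 87.1% (86.0 to 88.2). The share of bivalent promoters that were no longer bivalent was 85.4% in mESC, 49.1% at week 1, 45.5% at week 2 and 53.3% at week 3. As for domains, the mESC values of bivalent and repressive promoters depend on the short KO H3K27me3 list.

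Among 12 genes that the study had singled out from these samples, 8 promoters were bivalent in WT mESC and 3 in KO mESC. At week 1 the numbers were 11 and 6, at week 2 10 and 9, and at week 3 11 and 6. Msx2 (chromosome 13, 53562250 to 53568443) was bivalent in every library pair. Hand2 (chromosome 8, 59799780 to 59803314), Otx2 (chromosome 14, 49277354 to 49287319), Neurod1 (chromosome 2, 79292678 to 79296908) and Ednra (chromosome 8, 80186930 to 80248363) went from bivalent in WT to active in KO mESC. Nkx2-5 (chromosome 17, 26975609 to 26978510) went from bivalent to repressive in mESC and at week 3. Tubb3 (chromosome 8, 125935324 to 125945915) and Klf2 (chromosome 8, 74842932 to 74845555) were active in both genotypes in mESC. Sall1, Nes, Tbx5 and Wnt2b kept their class in mESC, and Wnt2b (chromosome 3, 104747723 to 104764627) was bivalent in WT and unmarked in KO at week 1.

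To compare binding of the pluripotency factors, a WT site was called shared when a KO summit lay within 100 bp. The Oct4 list fell from 12898 sites in WT to 576 in KO, whereas Sox2 rose from 5190 to 20755 and Nanog from 2390 to 10632. Of WT sites, 244 were shared for Oct4 (1.89%, 1.67 to 2.14), 3352 for Sox2 (64.6%, 63.3 to 65.9) and 1947 for Nanog (81.5%, 79.9 to 83.0), with at most 0.475% in any of 1000 shifts. With the longer list shortened to the tallest summits of the shorter one, the shared share rose to 23.1% for Oct4 and fell to 46.9% for Sox2 and to 55.7% for Nanog. The median height of WT Oct4 summits was 97.5 reads at shared sites and 36 at WT-specific ones. Of the 576 KO Oct4 sites, 233 (40.5%) lay in 2 windows on chromosomes 6 and 8 and on unplaced sequence of chromosome 8.

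**Figure D3:**
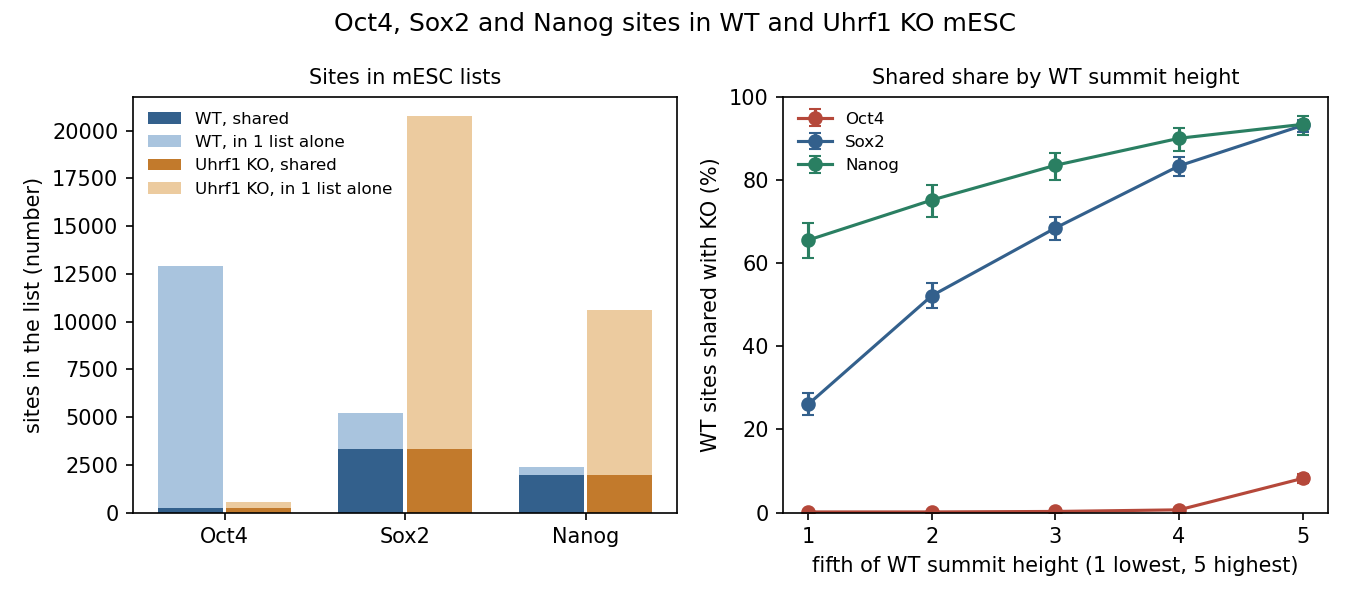
Left, number of sites in the WT and Uhrf1 KO lists of each factor, split into shared sites and sites of 1 list alone. Right, share of WT sites shared with KO (%) in 5 equal groups of WT summit height, with 95% Wilson intervals; for Oct4 it runs from 0.155% to 8.22%, for Sox2 from 26.0% to 93.1% and for Nanog from 65.5% to 93.3%.

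The 3 tallest WT-specific Oct4 sites were at 39981536 on chromosome 17 (height 161, intergenic, with a KO site 2169 bp away), 57481989 on chromosome 2 (height 159, intergenic) and 51547932 on chromosome 11 (height 156, in an intron of Sec24a). The 3 tallest shared sites were at 166527365 on chromosome X, with heights of 168 in WT and 100 in KO, 74917291 on chromosome 15, with 167 and 99, and 121848506 on chromosome 3 in an intron of Abca4, with 163 and 48. The first and second of these were intergenic.

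The study asked whether Sox2 or Nanog takes the place of Oct4. Of 12654 WT-specific Oct4 sites, 4664 had a KO-specific Sox2 or Nanog summit within 100 bp and were called replaced (36.9%, 36.02 to 37.7), against 0.191% under shifts. With the sites above the median height of each list the share was 46.2%, the largest move among its alternatives. Replacement was by Sox2 alone at 2045 sites, by Nanog alone at 1318 and by both at 1301. The other 7990 sites were called lost. Of these, 1806 (22.6%, 21.7 to 23.5) had a KO Sox2 or Nanog site that was also in the WT list, so 51.1% of WT-specific Oct4 sites had some KO Sox2 or Nanog site. In WT, 26.4% of WT-specific Oct4 sites (25.6 to 27.2) already had a Sox2 or Nanog site, so the factors lay together without any replacement. Shifts do not account for that. The KO Sox2 and Nanog lists were also longer than the WT lists, and lists of equal number were not run for replacement. A site newly called in a longer list would count as replaced.

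Uhrf1 regions, 13644 windows of the WT mESC list, were set against WT mESC domains. H3K4me3 domains overlapped 4.05% of the regions (3.73 to 4.39), against 12.7% under shifts, a log2 ratio of -1.65. For H3K27me3 the overlap was 40.6% (39.7 to 41.4) against 35.8%, a log2 ratio of 0.18. For H3K9me3 it was 48.5% (47.7 to 49.3) against 36.7%, a log2 ratio of 0.40. All 3 overlaps lay outside the range of the 1000 shifts. The alternative that moved these ratios most was the use of H3K4me3 domains above the median score, at -1.97. Uhrf1 regions overlapped 5.61% of bivalent, 1.49% of active and 39.3% of repressive WT domains, where shifts gave 8.45%, 9.33% and 25.8%. The X chromosome held 2130 regions, 15.6% of the list on 6.28% of the chromosome length. The midpoint of 2923 regions lay in the body of a protein-coding gene (21.4%, 20.7 to 22.1), against 37.0% under 200 shifts. With 10 kb upstream of each gene added, the number was 3709 (27.2%, 26.4 to 27.9), against 42.8%.

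Domains that overlapped a Uhrf1 region were compared with the others in mESC. H3K4me3 was retained at 60.04% of 453 domains inside and 73.4% outside, a difference of -13.3 points (-18.0 to -8.86). H3K27me3 was retained at 4.91% inside and 10.03% outside, a difference of -5.12 points (-6.23 to -3.96). H3K9me3 was retained at 73.0% inside and 54.3% outside, a difference of 18.7 points (16.8 to 20.6). The alternative that moved these differences most, chosen after the data were seen, was the use of domains above the median score of their list, at 11.0 points for H3K9me3. H3K9me3 domains inside Uhrf1 regions were longer, with a median of 99 kb against 27 kb, and within 5 equal groups of length the weighted difference was 0.811 points (-1.10 to 2.72), with groups that went both ways, from -9.68 points in the second to 5.64 in the longest.

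To ask whether Uhrf1 marked the Oct4 sites that were lost, lost and replaced sites were placed in Uhrf1 regions. Of lost sites, 14.4% lay in a Uhrf1 region (13.7 to 15.2), and of replaced sites 5.32% (4.71 to 5.999), a difference of 9.09 points (8.07 to 10.1), where shifts of all WT Oct4 sites gave 4.97%. Of the 244 shared sites, which kept Oct4, 9.84% lay in a Uhrf1 region (6.70 to 14.2). The difference between lost and replaced sites therefore does not tie the loss of Oct4 as such to Uhrf1 regions. Counting sites within 1000 bp of a region gave 9.90 points, the largest move. By WT summit height the difference was confined to the lower 3 of 5 equal groups, at 18.99, 8.44 and 4.99 points, and was -0.428 (-1.94 to 1.07) and -0.497 (-1.99 to 0.958) points in the upper 2. H3K4me3 domains held 33.7% of lost and 44.6% of replaced sites in WT. Of those, 30.2% of lost and 25.4% of replaced sites were outside every KO H3K4me3 domain, a difference of 4.77 points (2.21 to 7.31), which was 2.96 with H3K4me3 domains above the median score of their list.

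**Figure D4:**
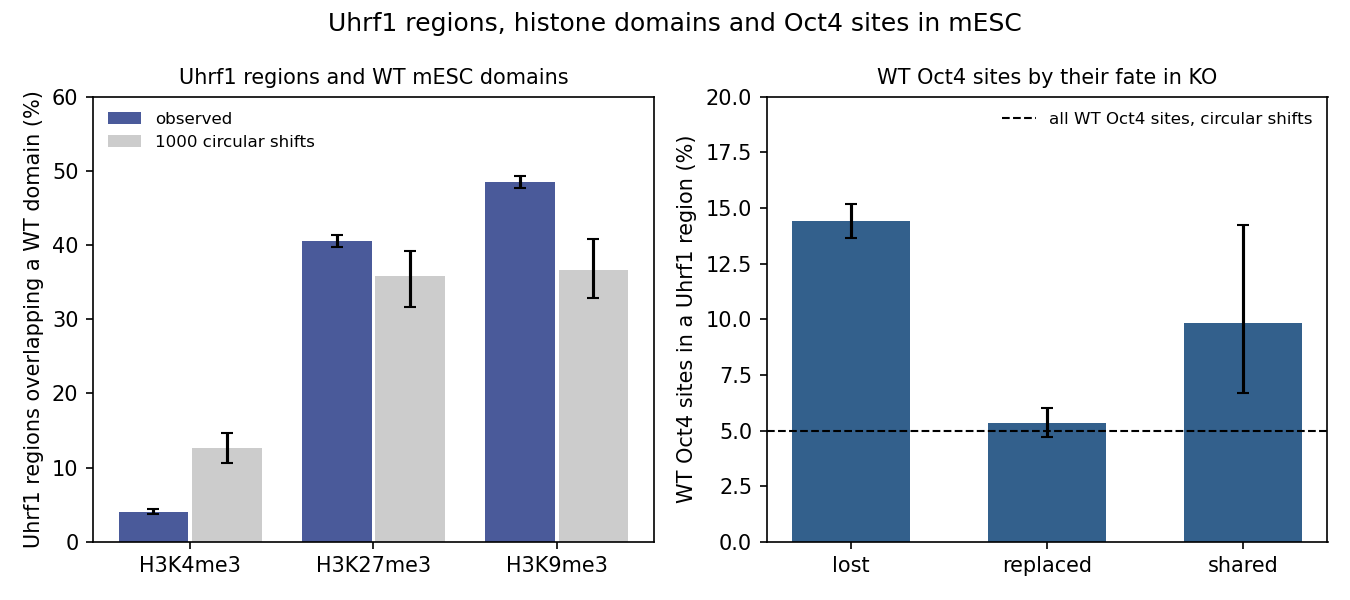
Left, share of Uhrf1 regions (%) that overlapped a WT mESC domain, with 95% Wilson intervals, beside the mean of 1000 circular shifts with their lowest and highest values. Right, share of WT Oct4 sites (%) in a Uhrf1 region by fate in KO, with 95% Wilson intervals and the mean of shifts as a dashed line. The lost sites were at 14.4%, the replaced sites at 5.32% and the shared sites at 9.84%.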

Values the study reported

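The study reported 2784 Uhrf1-enriched regions near promoters or in gene bodies and 10,860 in intergenic sequence. In mESC without Uhrf1 it reported that 50.4% of repressive promoters lost their mark. It gave 55% as the share of WT bivalent marks that were disrupted, with 13.95% turning repressive and 33.57% turning active.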

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

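The tests of covered length and of a shared domain score were chosen only after the results were seen. The differences between stages given here come from single libraries and were not tested.

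The number of H3K4me3 domains was lower in KO than in WT in mESC (log2 ratio -0.41) and at week 2 (-0.29), but higher at week 1 (0.028) and at week 3 (0.074). The covered length of H3K4me3 showed the same contrast between mESC (-0.20) and week 3 (0.033). At week 1 the covered length was lower in KO (-0.54), opposite to the number of domains, and at week 2 it was lower as well (-0.41). A candidate explanation is more domains with low scores in the longer list, EB weeks 1 and 3 being taken apart from mESC and week 2. With 1 score minimum for both genotypes, 0 of the 2 stages at weeks 1 and 3 kept the order of the genotypes, and 2 of 2 did at mESC and week 2. The bins of the genotypes differed at weeks 1 and 2, though not in mESC and at week 3, and depth was not compared, so the score may not be on 1 scale, and the verdict on this test was changed to undecided after its result was seen. More low scores in the longer list and a difference between stages cannot be told apart for that reason. A biological difference between stages stays open and untested.

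The covered length of H3K27me3 was far lower in KO than in WT in mESC (log2 ratio -3.51) and lower at weeks 2 (-1.32) and 3 (-0.91), but higher at week 1 (0.83). The WT week 1 list was narrow: the next shortest WT H3K27me3 list covered 7.82 times its length. The KO week 1 list was also shorter than those of weeks 2 and 3, at 180.1 Mb against 466.8 and 419.9 Mb, but the KO mESC list was shorter still, at 84.1 Mb. The WT week 1 length is part of the log2 ratio at week 1, so it cannot tell the explanations apart. A WT list called narrower, by library or by caller, and a true difference in H3K27me3 between stages both stay open and untested. The mESC value rests on the single KO list of 722 domains.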

How the results depend on the processing

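The minimum mean count, the removal of crowded places and all alternatives for the bivalent-minus-active and inside-minus-outside differences were chosen only after the data were seen. Every group holds 1 library, so no test within a stage was possible. The WT and KO libraries of H3K4me3 and of H3K27me3 could be paired over the 4 stages, but no paired test was run. Of 96 alternatives for 25 main results, 22 stayed within the interval of the main value and 74 moved out of it. The differences and log2 ratios kept their sign under the alternatives run for them, whereas a share has no sign to change. Where a value moved, the cause was not tested. Of the alternatives for other results, 54 moved and 11 did not.

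Retained shares are given in the order H3K4me3 (mESC, weeks 1 to 3), H3K27me3 (mESC, weeks 1 to 3) and H3K9me3, leaving out those that did not move. With at least 50% covered they were 65.2%, 58.5%, 47.0%, 72.8%, then 54.1%, 40.5% and 27.1% at weeks 1 to 3 of H3K27me3, and 55.4%. With domains above the median score of their list they were 69.3%, 83.1%, 69.1%, 90.1%, then 7.57%, 65.0% and 46.5% for H3K27me3 in mESC and at weeks 1 and 2, and 64.4%. As base pairs they were 69.1%, 59.7%, 58.1%, 78.2%, then 6.38%, 68.7%, 23.9% and 39.6%, and 72.9%. With lists of equal number they were 85.7%, 68.3% and 78.1% for H3K4me3 in mESC and at weeks 2 and 3, 9.14% and 60.1% for H3K27me3 in mESC and at week 3, and 88.0%. With the lowest WT mean count as a minimum they were 59.9% for H3K4me3 at week 2, 0.784%, 58.5%, 54.6% and 6.62% for H3K27me3, and 44.1%.

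The share of bivalent domains still bivalent in mESC and at weeks 1, 2 and 3 was 6.59%, 23.4%, 19.996% and 36.3% with 50% covered, 13.5%, 34.6%, 24.7% and 39.4% with domains above the median score, and 14.6%, 50.9%, 54.5% and 46.7% for promoters. The order of the EB stages changed in each: week 3 was highest with 50% covered and above the median score, and week 2 for promoters. The value in mESC stayed lowest.

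For Oct4, Sox2 and Nanog the shared share was 2.23%, 77.5% and 91.1% within 500 bp, 2.38%, 81.8% and 93.1% within 1000 bp, 2.45%, 82.9% and 87.1% with sites above the median height, and 23.1%, 46.9% and 55.7% with lists of equal number. Without crowded places it was 85.5% for Nanog. Oct4 stayed lowest in each. Replacement was 42.0% within 500 bp, 43.4% within 1000 bp and 46.2% with sites above the median height.

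The log2 ratio of Uhrf1 overlap to shifts was 0.25 for H3K27me3 and 0.50 for H3K9me3 with 50% covered, and -1.97 for H3K4me3 and 0.44 for H3K9me3 with mark domains above the median score. Retention inside minus outside Uhrf1 regions was -19.2 points for H3K4me3 and 15.5 for H3K9me3 with 50% covered, and -7.57, -7.00 and 11.0 for H3K4me3, H3K27me3 and H3K9me3 with domains above the median score. The lost-minus-replaced differences did not leave their intervals. The alternative of Uhrf1 regions above a median score was not run, since that list has no score.

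Read totals per library were not used here, so how much of any WT and KO difference follows from depth was not computed.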

Other observations

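The tests of the crowded places, of covered length list by list, of domain length and mean count in EBs, and of length and mean count for H3K27me3 and H3K9me3 in Uhrf1 regions were chosen only after the results were seen, and the verdicts on the WT week 2 H3K27me3 list, on weaker or shallower KO libraries, on mean count at week 3 and on length for H3K9me3 were changed to undecided after their values were seen.

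Few H3K27me3 domains were called in KO mESC. A candidate explanation is a weaker or shallower KO library that keeps the strongest domains. The retained share was 22.4 points higher in the top than in the bottom of 5 equal groups of WT mean count. This decides nothing, since H3K4me3 at active domains of week 1, where the KO list held more domains than the WT list, ran from 34.9% to 98.6% over such groups. A weaker library and a true loss of H3K27me3 cannot be told apart by it, and both stay open. KO domains with a mean count under 1 made up 53.9% of the KO list. They overlapped WT domains 1.22 times as often as under shifts, more than in any of 1000 shifts. This argues against random placement of these domains as a set. It cannot exclude calls without ChIP signal, a verdict also set after the values were seen. Both lists were called on the same genome, and shifts do not keep the features of the genome they share. The overlap was 76.3% for domains under 1 and 76.3% for the others, and the lowest mean count of the list was 0. The overlap does not bear on why few domains were called, since calls without signal would add domains. Gaps in the assembly made up 0.0307% of the KO and 0.0101% of the WT domain length. Both lists were called on the same assembly, so these shares do not bear on why few KO domains were called.

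For Oct4 the shared share was 8.07 points higher in the top than in the bottom of 5 equal groups of summit height, as a weaker or shallower KO library that keeps the tallest sites would give. The same gradient was 67.1 points for Sox2 and 27.8 for Nanog, whose KO lists were longer than the WT lists, so it does not point to a weaker library, and this cannot be told apart from lower binding of Oct4 in the KO cells. Even in the top group 8.22% of Oct4 sites were shared, against 93.1% for Sox2. GC content is argued against as the cause, since no group by GC content of 500 bp had over 2.69% of Oct4 sites shared. Both stay open.

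KO Oct4 sites were crowded: 108 lay on chromosome 8 between 19767323 and 20037202, 43 on chromosome 6 between 47603057 and 47717897 and 82 on unplaced sequence of chromosome 8. Copy gain in the KO cells alone is argued against by the WT Nanog list, with 7.57% of its sites in the same places. The share was far lower in WT Oct4 (0.248%) and WT Sox2 (0.270%), and was 0.313% in KO Sox2 and 2.00% in KO Nanog. Why the lists of factors differed in this share stays open. Reads piling up on sequence with more copies than the assembly holds may explain the chromosome 8 window, where the highest mean count was among the 10 highest of the list in 13 of 18 histone lists. On chromosome 6 this was so in 0 of the 13 lists with a domain there, which argues against that explanation, and the cause on chromosome 6 stays open. KO Oct4 sites elsewhere were shared with WT at 67.8%, and those in crowded or unplaced sequence at 6.30%.

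H3K4me3 was retained less often at bivalent than at active domains. Domain length alone is argued against, as the difference within 5 equal groups of length was -11.5 points in mESC and -12.8, -4.33 and -1.38 at weeks 1, 2 and 3. Length may account for part of it at weeks 2 and 3, where the unmatched differences were -11.3 and -3.54 points. At week 3 only 4 of 5 groups had that sign, and the group of shortest domains was at 0.389 points. WT mean read count alone is argued against in mESC (-7.30) and at week 2 (-7.78). At week 1 the difference within groups of mean count was 5.23 points, opposite to the unmatched one although 1 group was at -2.35, so there the mean read count may account for it. At week 3 the weighted value of 0.158 points averaged groups that went both ways (4.21 in the second, -4.80 and -2.68 in the upper 2) and decides nothing, so mean count stays open there. A link between bivalency and dependence on Uhrf1 is a hypothesis, and input signal was not tested.

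Retention inside minus outside Uhrf1 regions within groups of length was -17.1 points for H3K4me3, -5.98 for H3K27me3 and 0.811 for H3K9me3. Length alone is argued against for H3K4me3 and H3K27me3. The H3K9me3 value averaged groups that went both ways (-9.68 in the second, 5.64 in the longest), so length stays open for that mark. Within groups of WT mean read count the values were -10.02, -1.15 and 17.8 points, so mean read count alone is argued against for H3K4me3 and H3K9me3. For H3K27me3 little of the difference was left. Its groups went both ways, from -2.75 points in the third to 5.19 in the group of highest count. Mean read count therefore stays open for H3K27me3, a verdict also set after the values were seen. A local effect of Uhrf1 on H3K4me3 stays a hypothesis, resting on 453 domains.

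Lost Oct4 sites lay in Uhrf1 regions more often than replaced ones. Summit height alone is argued against by a difference of 7.67 points within groups of height, although only the lower 3 of 5 groups had that sign and the upper 2 gave -0.428 and -0.497 points. Weak summits called by error in Uhrf1 regions were not tested and stay open. The larger share of replaced sites in H3K4me3 domains, which Uhrf1 regions avoid, is argued against by a difference of 11.99 points outside those domains. Inside them the difference was only 0.935 points (0.213 to 1.64), with 2.04% of lost and 1.11% of replaced sites in a Uhrf1 region. Local chromatin other than H3K4me3 could still explain it and was not tested.

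Some KO lists resembled another stage. By the Jaccard index, shared over total covered length, 3 of 8 KO lists were closer to the WT list of another stage: H3K4me3 at week 2 and H3K27me3 in mESC and at week 2. At 1 covered length both week 2 lists, 2 of 2, were still closer to another stage whether domains were ranked by score or by mean count, which argues against unequal covered length there, although for H3K4me3 by mean count the indices were near each other (54.9% with WT week 3, 52.6% with WT week 2). The H3K27me3 list of KO mESC was closer to another stage in 1 of 2 rankings: by mean count it was closest to its own stage (22.8%, at most 18.6% with another), so unequal covered length stays open for that list. By the ratio of shared length to that of independent lists, only 2 of 8 KO lists were closest to their own stage. A mislabelled stage cannot be told apart from a shift in the pace of differentiation. For H3K27me3 at week 2, the WT list rather than the KO list may be out of place, which also stays open. At 1 covered length by score, that WT list had an index of at most 8.04% with any other H3K27me3 list. The KO week 2 list had 18.4% with WT week 3 and 29.6% with KO week 3. By mean count these values were 18.5%, 26.9% and 29.6%. By the Jaccard index both week 3 KO lists were closest to WT week 3, which argues against an exchange of the week 2 and week 3 labels, but a single wrong label stays open with 3 lists out of place.

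The WT week 2 H3K27me3 list covered 1165 Mb. That the list holds H3K9me3 is a possible explanation: at 1 covered length its Jaccard index with the WT H3K9me3 list was 8.93%, against at most 8.04% with any other H3K27me3 list. This cannot be told apart from chance likeness of broad lists, because 2 of the 7 other H3K27me3 lists were closer to H3K9me3 too, and ranking by mean count reversed the order, with 14.5% against 18.5%.

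Several values differed from those quoted from the study, whose promoter classes rest on reads rather than domains. All values compared here are for mESC and depend on the short KO H3K27me3 list. The share of repressive promoters that lost their mark was 87.1% here. That is higher than the value quoted from the study above. The share of bivalent promoters that were no longer bivalent was 85.4% here. That is also higher than the quoted value. Bivalent promoters became active at 60.5% here. This too is higher than the quoted value. Bivalent promoters became repressive at 5.80% here. That is lower than the quoted value.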
